A study of Drosophila melanogaster with 2 samples. Its data were reported in "A memory transcriptome time course reveals essential long-term memory transcription factors" (2025).

How the data were processed

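Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing), in which the Tn5 transposase inserts sequencing adapters into open DNA. Nuclei of the mushroom body (MB), a paired memory centre of the fly brain made up mainly of Kenyon cells, were tagged with a GFP-labelled nuclear envelope protein under a MB Gal4 driver and pulled out of head homogenates with antibody-coated beads. The series held 2 samples, both of naive flies, and each came from a pool of 50 to 60 heads collected at the time that corresponds to 1 h after the onset of courtship training. Both samples carried the same label, so there was 1 group with 2 replicates and no comparison between groups. The study's methods describe the flies as males.

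According to the study's methods, the authors trimmed the reads with Trimmomatic, aligned them with bowtie2 to the dm6 genome, shifted them for the offset of Tn5, and removed duplicates and reads that mapped to several places, to the mitochondrial genome or to scaffolds. Peaks were then called with MACS2 at a q-value of 0.01, separately in each replicate. The deposited lists gave 1 row per peak with its position and 5 measures. The fold enrichment is a ratio that the authors' peak caller computed at the summit, as the pileup of fragments over a background estimated from the same library. The significance was deposited as the −log10 of the p-value and as the −log10 of the q-value. The score in the deposited lists was an integer made from the −log10 q, and was not used. The last measure in the deposited lists was the offset of the summit from the start of the peak. No control library was named. The background was therefore taken from the ATAC-seq library itself, so that accessible DNA around a summit can raise the background and lower the fold enrichment. Fold enrichment was used only to rank, describe or filter peaks within a replicate, and replicates were compared by ranks or percentiles. A percentile is the percent of the list that is lower.

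The lists held no read totals, but the depth behind each summit could be worked out. Fold enrichment with a pseudocount of 1 and the Poisson p-value together fix the pileup and the background, and solving both gave pileups that lay within 0.0183 of a whole number for each peak of replicate 1 and within 0.0221 for each peak of replicate 2. The median summit pileup was 219 fragments or cut sites in replicate 1 and 216 in replicate 2, for which Poisson counting error is 6.76% and 6.80%. The lowest background was 82.9 in replicate 1 and 88.6 in replicate 2, and 31.6% and 30.9% of the peaks had this value. For these peaks the fold enrichment follows the pileup alone. Intervals given for fold enrichment are exact Poisson 95% intervals of the pileup at a fixed background, and cover counting error only.

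Peaks of both replicates were merged where they shared at least 1 bp, and a merged region with a peak from each replicate was called a consensus peak. The study's methods name consensus peaks without a merging rule, and this rule gave the counts that they report. Overlap between replicates was set against 1000 random placements of the other replicate's peaks within their own chromosomes (one-sided). Shares of peaks are given with Wilson 95% intervals. Transcription start sites (TSSs) came from Ensembl release 115 on the same assembly, without annotated transposable elements. The chromosome lengths of the assembly contained all peaks. The share of consensus peaks within 3 kb of a TSS was tested with 1000 random placements of the consensus peaks (one-sided). For each protein-coding gene, the TSS peak was the peak with the highest fold enrichment within 500 bp of any annotated TSS, and its percentile was taken among the genes with such a peak in that replicate. A gene without a TSS peak had a percentile of 0 in the list tests. Each of 7 gene lists was compared with 10000 random lists matched on the number of TSS positions (two-sided), with Benjamini-Hochberg adjustment over the lists. The ribosomal protein and chemoreceptor genes were taken by symbol, and the other lists were written by hand before the data were examined, in part from genes named in the study's text. The list of screen hits holds only the hits named there and not all hits of the screen, and the list of activity-regulated genes holds only part of the genes that the study compiled. One gene of the lists, CG17691, was found under its current symbol BckdhB. For 6 motifs, exact matches on either strand within 100 bp of the summit of each consensus peak were counted and compared with as many windows at least 500 bp from any peak, matched on chromosome and on GC content in bins of 2.5 percentage points, by Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment over the motifs. Genes and peaks named in the text were Hr38 and sr, the genes of the lists, the 5 consensus peaks with the highest mean fold enrichment percentile and the strongest peak found only in each replicate. Also named, after the results were seen, were nub, opa and grn, and a peak upstream of Hr38 with motif matches. Positions are 1-based.

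Alternatives fixed before the data were examined were a −log10 q of at least 5, a reciprocal overlap of at least 50%, the top 10000 peaks of each replicate, −log10 q in place of fold enrichment, other TSS windows and TSS sets, other motif windows, permuted motifs, peaks per TSS position and each replicate alone. Strength as summit pileup, random placement only in 100 kb bins that hold a peak, lists also matched on neighbouring TSS positions within 10 kb, the share of genes with a TSS peak, and consensus peaks outside transposable elements were added after the data were seen. The computation was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and sequence copies were counted with blastn 2.17.0. The code was tested on simulated data. It recovered the pileup exactly for 100% of 10000 simulated peaks, gave p under 0.05 for 3.5% of 200 unrelated simulated peak sets and for 2.5% of 200 unrelated simulated lists, and found 100% of 200 simulated lists whose genes had been moved into the upper part of the ranking. The binding data and expression data of the study were not used here, and the gene lists that the study derived from them were not tested as wholes.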

Results

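Accessible chromatin was mapped in MB nuclei of naive flies to ask where regulatory DNA lies open in the neurons in which courtship long-term memory is formed, and how open the promoters of the transcription factor genes Hr38 and sr are before training. Hr38 encodes a nuclear receptor and sr a zinc finger protein of the EGR family, and both are induced by neuronal activity. The data were 2 biological replicates of 1 group, each with a list of peaks called in that replicate alone. Replicate 1 had 13868 peaks and replicate 2 had 14583 peaks, which gave 14225.5 ± 506 (SD, n = 2). They covered 11.5 ± 0.116 Mb (SD, n = 2), or 8.39% ± 0.0845 (SD, n = 2) of the chromosome sequence. The median peak width was 662 bp in replicate 1 and 627 bp in replicate 2. The median fold enrichment, the authors' value for each peak, was 1.99 in replicate 1 and 1.87 in replicate 2. The lowest summit pileup among the called peaks was 113 in replicate 1 and 120 in replicate 2. The median summit pileups of 219 and 216 were close, so the replicates gave similar precision. Requiring a −log10 q of at least 5 left 10715 ± 163 peaks per replicate (SD, n = 2).

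The first question was how well the replicates matched. Merging gave 15842 regions, of which 11705 were consensus peaks with a peak from each replicate, 1750 came from replicate 1 only and 2387 came from replicate 2 only. The top 10000 peaks of each replicate moved the count most, to 9140 consensus peaks. Of the peaks of replicate 1, 87.4% (Wilson 95% interval 86.8% to 87.9%) overlapped a peak of replicate 2, against a mean of 16.2% over random placements (p = 0.001, one-sided permutation test). Of the peaks of replicate 2, 83.6% (Wilson 95% interval 83.0% to 84.2%) overlapped a peak of replicate 1, against 15.5% over random placements (p = 0.001, one-sided permutation test). This p was the smallest that 1000 placements can give. A reciprocal overlap of at least 50% moved the shares most, to 73.6% for replicate 1 and 70.0% for replicate 2. The peaks of both replicates had 10.2 Mb in common, which was 79.3% of the 12.9 Mb they covered together. Across 10885 pairs of peaks that overlapped one to one, the summits lay a median of 38 bp apart and the fold enrichments had a Spearman rho of 0.965. Neighbouring peaks are not independent, so no p-value is given for this rho. Summit pileup, an alternative chosen after the data were seen, moved the rho most, to 0.983.

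Peaks found in 1 replicate only were weak and narrow. Their median fold enrichment percentile was 11.8 in replicate 1 and 13.2 in replicate 2, or 12.5 ± 0.958 (SD, n = 2), against 57.2 ± 1.33 (SD, n = 2) for shared peaks. Their median width was 132 ± 3.54 bp (SD, n = 2), against 786 ± 2.83 bp (SD, n = 2) for shared peaks. These differences were much larger than the spread between replicates. Ranking by −log10 q moved the percentile of replicate-specific peaks most, to 11.4. A −log10 q under 5 was found in 86.5% ± 0.692 (SD, n = 2) of replicate-specific peaks and in 14.2% ± 0.332 (SD, n = 2) of shared peaks. In replicate 1, 49.9% of the peaks in the lowest decile of fold enrichment overlapped a peak of replicate 2, and 100% of the peaks in each of the 5 highest deciles did. The strongest peak found only in replicate 1 had a fold enrichment of 1.92 and lay on 2L at 12065416 to 12066114, 661 bp from the nearest TSS, that of firl. The strongest peak found only in replicate 2 had a fold enrichment of 2.02 and lay on 2L at 20483885 to 20484862, over the TSS of lncRNA:CR45361.

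**Figure D1:**
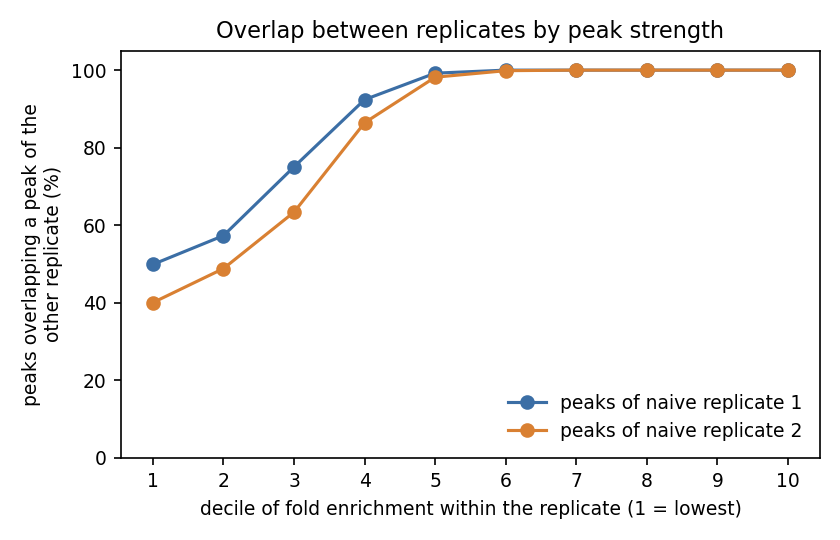
Share of the peaks of each naive replicate (%) that overlapped a peak of the other replicate by at least 1 bp, by decile of fold enrichment within the replicate. The share was 49.9% in the lowest decile of replicate 1 and 40.0% in that of replicate 2, and 100% in the 4 highest deciles of both.

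The next question was where the accessible regions lie. Within 3 kb of a TSS lay 8492 of the 11705 consensus peaks, or 72.6% (Wilson 95% interval 71.7% to 73.4%), against 51.3% over random placements (p = 0.001, one-sided permutation test, the smallest that 1000 placements can give). A TSS was covered by 6010 consensus peaks, or 51.3%, against 13.4% over random placements. A window of 1 kb moved the share most, to 61.0% against 31.4% over random placements. Introns more than 3 kb from a TSS held 17.7% of consensus peaks against 25.1% of random placements, and intergenic sequence held 6.78% against 17.9%. Consensus peaks that covered a TSS had a median fold enrichment percentile of 73.0, while those in introns had 42.6. Replicate-specific peaks lay near a TSS about as often as random placements did, with 49.5% within 3 kb in replicate 1 (48.2% over random placements, p = 0.1499) and 49.4% in replicate 2 (48.3%, p = 0.1109, one-sided permutation tests). They covered a TSS somewhat more often than random placements in replicate 1, with 4.29% against 2.74% (p = 0.001), and the difference in replicate 2, 3.48% against 2.87%, did not pass 0.05 (p = 0.0509, one-sided permutation tests). The nearest TSS to the consensus peaks belonged to 7520 distinct genes, of which 6461 were protein-coding. A TSS peak was present in both replicates at 7803 of 13968 protein-coding genes, or 55.9%.

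**Figure D2:**
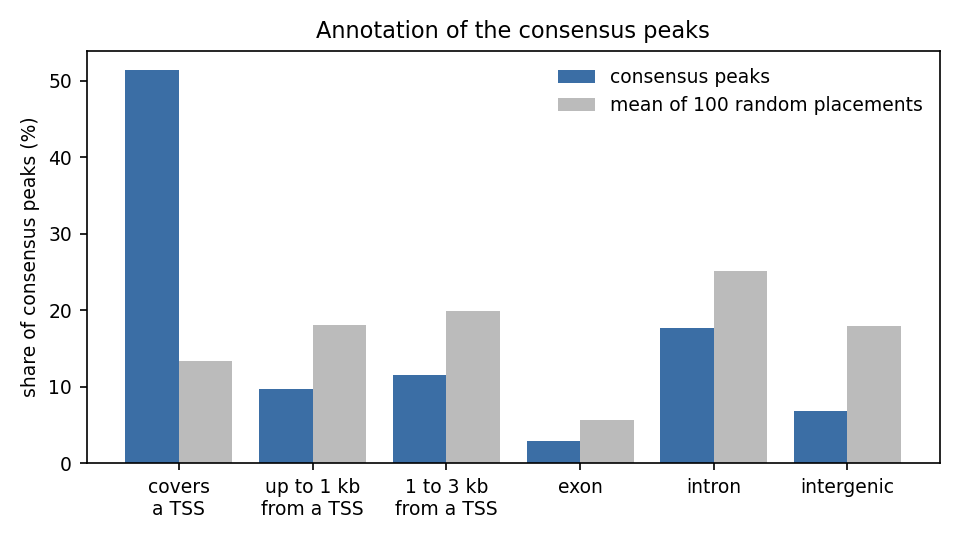
Share of the 11705 consensus peaks (%) by position relative to annotated TSSs and genes, beside the mean of 100 random placements within the same chromosomes. Peaks that covered a TSS made up 51.3% against 13.4%, and each of the other classes held a smaller share than the random placements.

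Hr38 (FBgn0014859) lies on the minus strand of 2L at 20683462 to 20714588 and has 1 annotated TSS position, at 20714588. Its TSS peak lay at 20713622 to 20715373 in replicate 1, with a fold enrichment of 4.50 (95% interval 4.20 to 4.82) at a pileup of 830. In replicate 2 it lay at 20713622 to 20715380, with a fold enrichment of 4.27 (95% interval 3.99 to 4.57) at a pileup of 839. The peak was at the 92.7 ± 0.435 percentile (SD, n = 2) of genes with a TSS peak, and ranked 558 of 7997 genes in replicate 1 and 607 of 7995 genes in replicate 2. A second, intronic Hr38 peak, at 20704678 to 20706606 in replicate 1, had a higher fold enrichment of 4.99 (95% interval 4.62 to 5.38) there and of 4.88 (95% interval 4.52 to 5.25) in replicate 2. The intervals of both Hr38 peaks overlapped in each replicate, but such an overlap is no test of the difference, which had the same direction in both replicates. This intronic peak held 2 full cAMP response element (CRE) sequences, TGACGTCA, at 20704997 to 20705004 and at 20706175 to 20706182. The Hr38 TSS peak held 1 EGR sequence, GTGGGCG on the minus strand, at 20715058 to 20715064. Ranking by −log10 q moved the percentile of the Hr38 TSS peak most, to 97.6.

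The gene sr (FBgn0003499) lies on the plus strand of 3R at 18090803 to 18135583 and has 2 annotated TSS positions. Its strongest TSS peak covered the downstream TSS at 18122061. It lay at 18121151 to 18122485 in replicate 1, with a fold enrichment of 7.30 (95% interval 6.82 to 7.81) at a pileup of 843. In replicate 2 it had a fold enrichment of 6.90 (95% interval 6.46 to 7.38) at a pileup of 875. The peak ranked 6 of 7997 genes in replicate 1 and 11 of 7995 genes in replicate 2, at the 99.9 ± 0.0442 percentile (SD, n = 2). A further peak 209 bp from the upstream TSS had a fold enrichment of 6.13 in replicate 1, and an intronic peak at 18111341 to 18112271 had 5.39. In replicate 2 this further peak lay 399 bp from the upstream TSS with a fold enrichment of 5.02, and the intronic peak had 4.50. Summit pileup, an alternative chosen after the data were seen, moved the percentile of sr most, to 97.6. By pileup sr ranked 206 in replicate 1 and 174 in replicate 2, while Hr38 ranked 232 and 229. Hr38 and sr thus had nearly equal pileups, and the difference in fold enrichment came with the background, which was 196 at the Hr38 TSS peak and 126 at the sr TSS peak in replicate 2. The part of the sr TSS peak called only in replicate 1 held 1 NBRE sequence, AAAGGTCA on the minus strand, at 18121238 to 18121245.

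**Figure D3:**
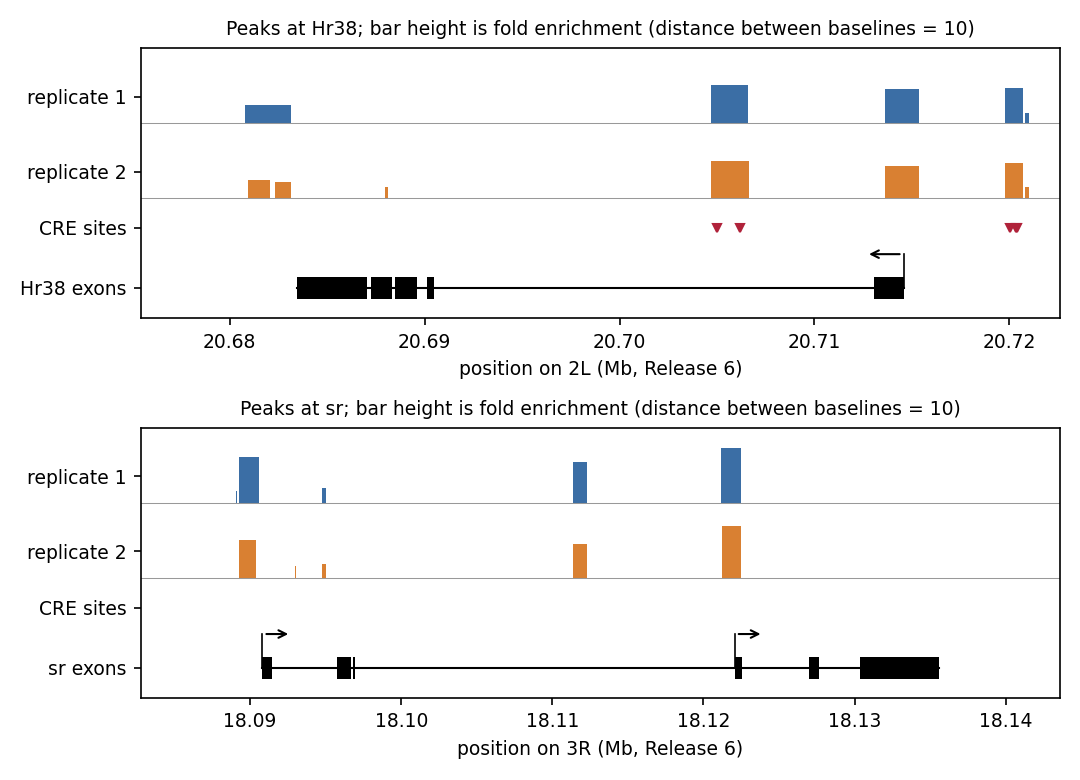
Peaks of both naive replicates along Hr38 on 2L and sr on 3R (position in Mb, Release 6), with exons as black boxes, TSSs as arrows in the direction of transcription and full CRE sequences as red triangles. Bar height is fold enrichment, which reached 4.99 at Hr38 and 7.30 at sr in replicate 1.

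The gene lists asked how the promoters of memory genes compare with those of other genes. Random lists were drawn from all protein-coding genes, of which 55.9% had a TSS peak in both replicates, and were not matched on expression. A median above random lists therefore does not separate a link to memory from expression in MB neurons. The 11 MB identity genes all had a TSS peak in both replicates, and their median percentile was 88.5 against 40.8 for random matched lists (adjusted p = 0.0035, two-sided permutation test). The 7 activity-regulated genes that were tested, which were only part of the genes known to respond to activity, had a median percentile of 82.5 against 26.8 (adjusted p = 0.0229, permutation test), and their members were split. The percentiles of Hr38, sr, CrebA and kay were between 82.5 and 99.9, whereas those of Arc1, Jra and dysf were between 0.519 and 13.8. The 11 long-term memory screen hits that were tested, which were not the full set of hits, had a median percentile of 73.4 against 35.6 (adjusted p = 0.0423, permutation test), and 10 had a TSS peak in both replicates. For the 11 training-induced example genes the median was 77.2 against 36.2 (adjusted p = 0.0301, permutation test), and no TSS peak was called at cher in either replicate. Hr38 and sr are in both of the lists of activity-regulated genes and screen hits, and Dop1R2 is in both of the lists of MB identity genes and training-induced genes. RpS21 and RpS9 are in both of the lists of training-induced genes and ribosomal protein genes, and RpS9 is the median of the training-induced list. The 92 ribosomal protein genes had a median of 51.2 against 24.4 (adjusted p = 0.0028, permutation test). Among genes with a TSS peak only, the ribosomal protein genes had a median of 52.6, no longer above that of random matched lists (53.0, adjusted p = 0.9299, permutation test), and the activity-regulated genes and the screen hits no longer passed 0.05. The largest change in any list median came for the activity-regulated list with only the most upstream TSS of each gene. This list then fell below random lists, with a median of 14.4 against 21.9 (adjusted p = 0.8137, permutation test), because no peak was called at the most upstream TSS of kay and the median passed from CrebA to dysf.

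The list of genes of other head cell types held 16 genes written down for glia, photoreceptors, fat body, muscle and blood cells. Whether each of them is active in the heads of male flies was not examined. This list and the 179 chemoreceptor genes both had a median percentile of 0. Neither differed from random lists by the median (adjusted p = 0.2072 and 0.3834, permutation tests). A median of 0 is the lowest possible, so no lower median could have passed the threshold. The median therefore cannot decide whether these lists lie below random lists. The share of genes with a TSS peak in both replicates, an alternative chosen after the data were seen, did differ. It was 12.5% for the genes of other cell types against 62.5% for random matched lists, and 7.82% for the chemoreceptor genes against 50.3% (adjusted p = 0.000467 for both, permutation tests). The 2 genes of other cell types with a TSS peak in both replicates were moody, at the 40.6 ± 6.15 percentile (SD, n = 2), and Eaat1, at the 28.9 ± 4.21 percentile (SD, n = 2). Weak TSS peaks at trp and Hml were called in replicate 2 only.

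**Figure D4:**
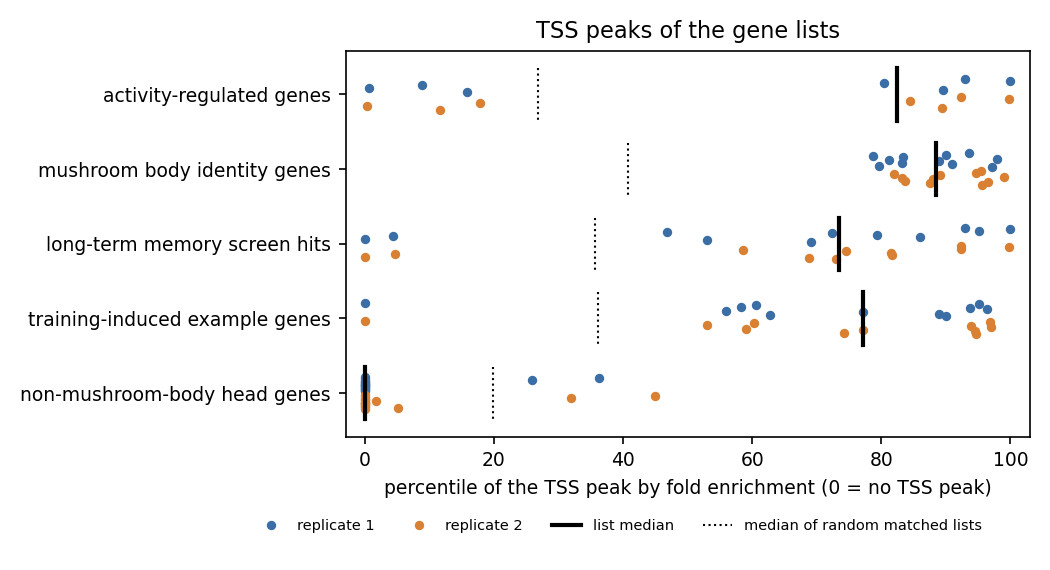
Percentile of the TSS peak by fold enrichment for each gene of 5 lists in replicates 1 and 2, where 0 means no TSS peak, with the list median as a solid line and the median of 10000 random matched lists as a dotted line. The medians of 4 lists, from 73.4 to 88.5, lay above those of the random lists, and the median of the genes of other head cell types was 0.

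Motif content was examined within 100 bp of each consensus summit. The GA repeat GAGAGAG was found in 1173 windows against 245 matched background windows, a ratio of 4.79 (adjusted p = 5.14e-153, Fisher's exact test). The DNA replication-related element TATCGATA was found in 3.11% against 0.222%, a ratio of 14 (adjusted p = 5.31e-78, Fisher's exact test). The CRE was found in 61 windows against 23 background windows, a ratio of 2.65 (adjusted p = 5.93e-05, Fisher's exact test). The EGR sequence GTGGGCG gave a ratio of 1.36 (adjusted p = 4.1e-08), and the NBRE sequence AAAGGTCA, which NR4A nuclear receptors such as Hr38 bind, gave a ratio of 0.608 (adjusted p = 0.00883, Fisher's exact tests). Relative to permutations of its letters, neither of these 2 motifs stood out. The AP-1 sequence gave a ratio of 1.19, which did not pass the threshold (adjusted p = 0.0818, Fisher's exact test). Among consensus peaks over 1 kb from any TSS the DNA replication-related element moved most, to a ratio of 2.13 that no longer passed. Windows of 50 bp each side lowered the CRE ratio to 1.41, with 24 windows against 17, which was not detectable as a difference at this number of matches.

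**Figure D5:**
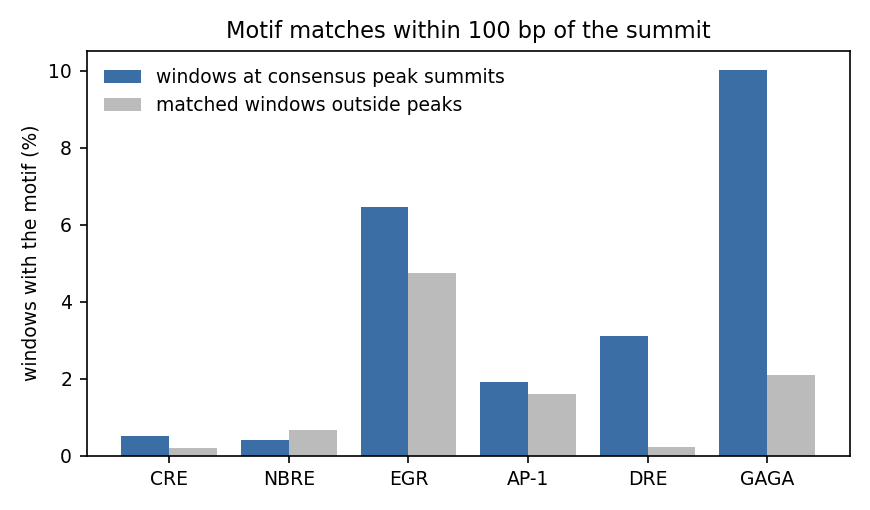
Share of 11705 windows within 100 bp of a consensus summit (%) with a match to each of 6 motifs, beside as many windows outside peaks matched on chromosome and GC content. DRE was found in 3.11% against 0.222% and EGR in 6.45% against 4.76%.

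The density of consensus peaks differed between chromosomes. The X chromosome had 65.6 consensus peaks per Mb, and the 4 large autosome arms had from 88.3 to 93.5 per Mb and 91.8 together. The ratio of X to autosomes was 0.715 for consensus peaks and 0.669 ± 0.0163 (SD, n = 2) for the peaks of each replicate, so the difference from 1 was much larger than the spread between replicates. Replicate 2 alone moved the ratio most, to 0.658, and counting consensus peaks per annotated TSS position moved it to 0.770. Chromosome 4 had 111 consensus peaks per Mb.

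The 5 strongest consensus peaks by mean fold enrichment percentile were led by a region on X at 23216506 to 23217686, with fold enrichments of 22.6 and 25.1 in replicates 1 and 2. It lay in the rRNA pseudogene 28SrRNA-Psi:CR45859, and 102 similar stretches were found elsewhere in the assembly. The next, on X at 8293991 to 8296136, lay in the annotated transposable element H{}84 within an intron of nAChRalpha3, with a fold enrichment of 8.77 in replicate 2, and had 46 similar stretches. The other 3 had none. They lay on 3R at 16763501 to 16764372, 8817 bp from the nearest TSS, that of lncRNA:bxd, on 3R at 6741391 to 6742690 over the TSS of pb, and on 2R at 9351206 to 9352165 over the TSS of CG13739. Their fold enrichments in replicate 2 were 7.90, 7.78 and 7.87.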

Values the study reported

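The study kept 38,388,868 and 42,678,219 reads in the ATAC-seq replicates after filtering. It reported 15842 distinct peaks over both samples, of which 11705 were consensus peaks. The consensus peaks were assigned to 7488 genes. Both replicates had a fraction of reads in peaks above 0.3.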

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

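Summit pileup, random placement in occupied bins, lists matched on neighbouring TSS positions, the share of genes with a TSS peak and peaks outside transposable elements were chosen as alternatives only after the data were seen. Of 172 recomputed values, 121 stayed on the same side of the test or within the spread, 31 moved by more than the spread, 15 became weaker, 3 became stronger and 2 reversed. The counts of peaks per replicate and of consensus peaks stayed within 1.5 times under each alternative run for them. The overlap of the replicates and the share of consensus peaks near a TSS stayed above random placements under each alternative run for them. For the other values below, the cause was not tested unless a cause is named.

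The rank agreement of shared peaks was 0.969 with a reciprocal overlap of at least 50%, 0.969 by −log10 q and 0.983 by summit pileup. The Hr38 percentile was 97.6 by −log10 q, 97.1 by summit pileup, 92.3 where the peak had to cover the TSS, 93.4 with the most upstream TSS and 95.5 among all peaks of the list, and sr was at 98.7 with the most upstream TSS and 97.6 by summit pileup. Replicate-specific peaks had a median percentile of 11.4 by −log10 q.

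The lists of activity-regulated genes and of screen hits were the least stable. By −log10 q their medians were 74.3 (adjusted p = 0.0844) and 70.5 (adjusted p = 0.0913), and among genes with a TSS peak only they were 82.5 (adjusted p = 0.127) and 76.9 (adjusted p = 0.180), all from permutation tests. By summit pileup the activity-regulated genes had 65.7 (adjusted p = 0.193) and the MB identity genes 78.5 (adjusted p = 0.0557, permutation tests). The screen hits went the other way by summit pileup, to 85.7 against 33.9 for random lists (adjusted p = 0.0105, permutation test). Matching on neighbouring TSS positions left the median of the screen hits at 73.4, with an adjusted p of 0.116 (permutation test). The adjusted p ranged from 0.0105 to 0.180 for the screen hits over the alternatives that rank peaks by strength. The activity-regulated list reversed to 14.4 with the most upstream TSS, since kay has no peak at that TSS and the median passed from CrebA to dysf, and the ribosomal protein genes, at 52.6 among genes with a TSS peak, came to lie just below random lists at 53.0. Counted as the share of genes with a TSS peak, the screen hits (90.9%) and the training-induced genes (90.9%) no longer differed from random lists. The genes of other head cell types (12.5%) and the chemoreceptor genes (7.82%) now did. All 7 activity-regulated genes had a TSS peak (100%, against 71.4% for random matched lists), which is the highest share possible. The adjusted p was still 0.109 (permutation test). No higher share could have passed the threshold, so this measure cannot decide whether the activity-regulated list lies above random lists. With a TSS window of 1000 bp the chemoreceptor genes, still at a median of 0, passed the threshold.

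The ratio for the CRE fell to 1.41 with windows of 50 bp each side. Among consensus peaks over 1 kb from any TSS, the NBRE ratio was 0.897 and that of the DNA replication-related element 2.13. The EGR ratio rose there to 1.98, with 450 windows against 227 (adjusted p = 1.13e-18, Fisher's exact test). Permuted motifs were compared with the windows of all consensus peaks only. Relative to permutations of the motif letters, the NBRE was at 0.651 and EGR at 1.16, neither of which stood outside the permuted motifs. The X to autosome ratio was 0.750 with a −log10 q of at least 5 and 0.750 with reciprocal overlap, 0.770 per TSS position and 0.683 over occupied bins.

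Each replicate alone gave a share near a TSS from 68.5% to 69.1%, an X to autosome ratio from 0.658 to 0.681, a median for the MB identity genes from 89.0 to 89.1 and for the ribosomal protein genes from 50.6 to 51.3. The motif ratios from each replicate alone were from 2.25 to 2.54 for the CRE, 0.640 to 0.647 for the NBRE, 1.10 in both for AP-1, 11.8 to 11.9 for the DNA replication-related element and 4.05 to 4.26 for GAGA. The screen hits had medians from 72.4 to 74.5. A replicate alone includes the weak peaks that the consensus leaves out. No paired analysis was possible because there was only 1 group. The depth limits the weakest peaks, whose summit pileups began at 113 in replicate 1 and 120 in replicate 2. The rare motifs rest on few matches, with 61 windows and 23 background windows for the CRE.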

Other observations

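The tests of sequence copies, of CRE sites and of the genes of other head cell types were chosen only after the results were seen, and the planned ratio per TSS position was taken as a test of TSS density on X only then. For redrawn pileups, thinned pileups, sequence copies and both tests of CRE peaks, the reading given below was made more cautious after the values were known. No group was compared with another, so nothing that rests on a group was tested.

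The highest TSS peaks by fold enrichment included many developmental transcription factor genes such as pb, nub, opa, grn and sr, which was noticed after ranking. Ranked by summit pileup instead, a different set came out on top, and only 10 of the 100 highest genes were shared by both rankings. Across all 7803 genes with a TSS peak in both replicates, the rankings still went together (Spearman rho 0.761), so the difference was greatest at the top. A candidate explanation is that fold enrichment, with a background taken from the same library, favours genes with few accessible neighbours. Over the 7803 genes with a TSS peak in both replicates, the difference between the fold enrichment percentile and the pileup percentile fell with the number of TSS positions of other genes within 10 kb (Spearman rho -0.322, across genes, which are not independent replicates). The median number of such neighbours was 2 for the top 100 genes by fold enrichment and 5 for the top 100 by pileup. A list of 39 developmental genes, fixed before their values were looked at, had 29 genes with a TSS peak. Their median percentile was 93.5 by fold enrichment against 53.2 for random matched lists (p = 0.0002, two-sided permutation test, the smallest it can give), but 61.4 by pileup against 53.7 (p = 0.3688, permutation test). This is consistent with a low background as the main reason for their rank. Whether the low background itself reflects compact chromatin around these genes stays open. The ranks of Hr38 and sr are affected in opposite directions, since sr drops from 6 to 206 and Hr38 rises from 558 to 232 in replicate 1 when pileup is used.

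The X chromosome had fewer peaks per Mb, which remained at a ratio of 0.770 per annotated TSS position, which argues against a lower density of TSSs on X as the whole reason. Lower depth on X may account for part of the rest. Among peaks that cover a TSS, 33.2% of those on X had the lowest background in replicate 1, against 13.7% on the autosome arms. In replicate 2 these shares were 39.5% and 12.8%. At such peaks the background cannot fall with the depth. The median summit pileup of peaks that cover a TSS was 0.758 ± 0.00558 (SD, n = 2) of that on the autosome arms. When the pileups of autosome consensus peaks were thinned to this depth, 76.6% could still be called in both replicates, beside 77.0% for the ratio per TSS position. This depth comes only from X peaks that passed the calling threshold, so it is too high and the closeness of both values is partly built in. Thinned to the lower ratios at ribosomal protein genes, 0.651 in replicate 1 and 0.665 in replicate 2, 67.7% could still be called, a depth added after the first result was seen. Lower depth as the whole reason and depth with a further cause cannot be told apart here. The flies were males by the study's methods, with 1 X and 2 copies of each autosome, for which equal accessibility per copy would give a pileup ratio of 0.5. At the 14 ribosomal protein genes on X, set against 77 on the autosome arms, the ratio of median pileups was 0.649 (95% bootstrap interval 0.581 to 0.822), above that value. Ribosomal protein genes without a TSS peak, on X and on the autosome arms alike, were entered at the lowest pileup of the replicate. This choice was made after a first value had been seen. A higher accessibility per copy of the single X, as dosage compensation would give, is a hypothesis that these data alone do not separate from differences between the genes.

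The CRE sequence was rare in accessible chromatin, with at least 1 site in 285 of 11705 consensus peaks and at least 2 sites in 12. The intronic Hr38 peak was 1 of these 12. Among the 1111 consensus peaks as long or longer, 0.450% held at least 2 sites, but because this peak was picked for its sites the value alone decides little. A second of the 12 lay on 2L at 20719779 to 20720678, 5191 bp upstream of the Hr38 TSS, with 3 sites that start at 20720044, 20720357 and 20720416, and fold enrichments of 4.70 and 4.61 in replicates 1 and 2. Both regions lie nearer to the TSS of another gene, at 3431 bp from lncRNA:CR44187 against 7923 bp from Hr38 for the intronic peak and at 1236 bp from lncRNA:CR45306 for the upstream peak, so the target of either is not known. The Hr38 TSS peak itself held none, and neither did the peaks at sr. Only exact matches to the full CRE were counted, so partial sites were not seen. The paper reports CrebB binding in whole embryos that overlaps the accessible TSS regions of both genes. The lack of a full CRE there does not argue against CREB binding. In 100000 random draws of 12 consensus peaks matched on width, 3 draws placed at least 2 within 10 kb of the Hr38 TSS. The distance of 10 kb and the minimum of 2 sites were chosen after these peaks were seen, and 6 motifs at 2 genes had been looked at, so the count restates what prompted it. Chance placement and a true grouping of CRE sites near Hr38 cannot be told apart here. Whether CREB proteins bind these regions in the MB, and on which gene they act there, was not tested.

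The strongest consensus peak lay in an rRNA pseudogene and the next in a transposable element. Reads from several copies collapsed onto 1 copy of the assembly are a possible explanation, although the authors removed reads that mapped to several places. At least 5 similar stretches elsewhere in the assembly were found for 3 of the 50 strongest consensus peaks and for 0 of 200 drawn at random. The pair of peaks that raised the question are among these 3, and 1 of the other 48 had such copies, so collapsed copies and truly open repeats cannot be told apart for these peaks.

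Peaks found in 1 replicate only sat close to the calling threshold. Sampling noise of the pileup may explain part of them. When the pileup of each peak was redrawn from a Poisson distribution around its own value, a mean of 5.91% of peaks dropped below the threshold of the other replicate, against 14.5% that were missing there. The redrawn value is an underestimate, because weak peaks were called partly when chance raised their pileup, so noise and true differences between the replicates cannot be told apart for these peaks.

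TSS peaks were nearly absent at the 16 genes listed for other head cell types, whose activity in male heads was not examined. The number of TSS positions of these genes argues little for it, since 62.5% of genes in random lists matched on that number had a TSS peak, against 12.5% here. The genes with a TSS peak in both replicates, moody and Eaat1, are expressed in glia. Whether these come from a few glial nuclei or from MB neurons was not tested.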
